A study of Bos taurus with 12 samples. Its data were reported in "Nutrigenomic analyses reveal miRNAs and mRNAs affected by feed restriction in the mammary gland of midlactation dairy cows" (2021).

How the data were processed

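Gene expression was measured in mammary gland tissue of lactating Holstein cows on one-colour (Cy3) bovine oligonucleotide arrays, with 1 array per RNA sample. The 12 arrays formed 2 groups of 6, as the labels give them: CONT, sampled before feed restriction (day 0), and REST, sampled on day 6 of restriction. The labels name 6 cows, each sampled in both periods, and the cow is given here by its replicate number, so that replicate 1 of CONT and replicate 1 of REST are cow 1. The series description counts 5 cows, so each cow was also left out in turn. The arrays were printed 4 to a slide, and both samples of a cow lay on the same slide: cows 1 and 2 on slide 1, cows 3 and 4 on slide 2, cows 5 and 6 on slide 3. Group was therefore balanced within every slide.

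Per the file headers, the authors scanned the slides and extracted spot intensities with Agilent Feature Extraction. The deposited scanner files hold, for each spot, a background-subtracted and spatially detrended intensity on a linear scale (the processed signal), and the raw median intensities of the spot and of its local background. No scaling between arrays had been applied to these intensities. The deposited table of the series held the same processed intensities in all 45220 cells of each array, without the 75th percentile shift that the methods of the study describe. That shift was therefore computed here. Probe names and identifiers came from the scanner files, and symbols were attached through the RefSeq identifiers of a reference gene table. Of 43653 probes, 27131 (62.2%) received a symbol, covering 12787 genes. Among the probes without one were the 6932 identified by an Ensembl transcript. The grid annotation of the arrays refers to an older bovine assembly than the reference table does, so positions in the genome are not reported here.

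The processed signal was log2-transformed, repeat spots of a probe (50 probes) were averaged, and the 75th percentile of the non-control spots of the array was subtracted, so that normalized signals are in log2 units relative to that percentile. Spots that the scanner software marked as non-uniform or as population outliers were left out; there were 1 to 13 per array. A probe was tested when it was well above background, by the scanner software's own call, on every array of at least 1 group. REST was compared with CONT with limma 3.58.1 (lmFit and eBayes with default settings) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes, with a threshold of 0.1. Tests are two-sided unless given as one-sided. A gene was counted once if any of its probes passed. For gene lists and for named genes, 1 probe per gene was used, the one with the highest mean signal among the tested probes. Python 3.11.15 with pandas 2.3.3 read the scanner files, and matplotlib 3.10.9 drew the plots. The number of arrays limits the precision of every value. No counts underlie array signals, so no counting intervals are given.

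Of the gene lists, 17 were written before the data were examined, as were the choice of tests, most of the alternatives, and the rule for naming genes. The 6 lists with a planned test were complex I (NADH dehydrogenase subunits), complexes II to V of the respiratory chain, cholesterol biosynthesis, milk fat synthesis, complement, and milk proteins and lactose synthesis. They were tested with camera in limma with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 lists (threshold 0.05), beside fry and camera with an estimated correlation. Of the members, 3 of complex I, 1 of cholesterol biosynthesis and 5 of milk fat synthesis had been named by the study from these samples. The list of 10 genes that the study named was adjusted over the list alone and over all tested probes. A further 10 lists, without a planned test, covered acute phase and mastitis genes and markers of luminal epithelial, myoepithelial, adipocyte, endothelial, lymphatic endothelial, fibroblast, leukocyte, erythrocyte and skeletal muscle cells. After the data had been seen, 3 lists were added: immediate early genes other than FOS, macrophage markers and fatty acid oxidation genes. For each list, 10000 random lists were drawn with the same number of genes in each of 20 bins of mean signal. Named genes were the 10 that the study named, at most 4 called members of each of the 6 lists by absolute change, and the 5 largest rises and 5 largest falls among called probes with a symbol that changed in the same direction in all 6 cows. The values of 2 of the genes that this rule selects are not reported here, although the counts include them.

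The alternatives to these choices were tried 1 at a time: quantile normalization, a median shift, the values of the deposited table, no filter on dim probes, only probes well above background on all 12 arrays, marked spots kept, the cow as a fixed or random block, the slide as a block, eBayes with trend and robust, each cow left out, a test without moderation, unpaired or paired by cow, a stricter threshold of 0.05, and for lists fry, an estimated correlation and the mean of all probes of a gene. Background correction by normexp (offset 50) used the median spot signal in place of the mean spot signal that had been planned, which was not used here. Cyclic loess normalization, and fry and the estimated correlation with the cow as a block, were added after the data had been seen. The pairing of arrays by cow was checked through the correlation across probes of the deviations from the group mean.

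The limma fits and camera were tested on simulated data with the means and the spread within and between cows of 19398 probes, in 10 simulations with 200 probes changed by 1 log2 unit, for the comparison of REST with CONT. Without a block, 83.7% of the changed probes were called and 3.91% of calls were false. The fit with the cow as a block called 89.6%, and 9.79% of its calls were false. A simulated list of 38 genes shifted by -0.3 had camera p-values of at most 6.96e-22 without a block, and 1.4% of unshifted lists had a p-value under 0.05. The simulated genes were independent of each other, so correlation among genes of a list was not part of this test.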

Results

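Mammary gland RNA was profiled on 12 arrays, 6 from the CONT period (day 0) and 6 from the REST period (day 6 of feed restriction), from the same cows. Each array carried 45220 spots, of which 43803 were not controls. The signal differed between slides. The 75th percentile of the processed signal was between 252 and 390.0 intensity units on slides 1 and 2, and between 73.2 and 117 on slide 3. The share of spots well above background was 61.8 to 67.9% on slides 1 and 2 and 41.9 to 48.0% on slide 3. No spot was saturated on any array (0 per array). After the 75th percentile shift, correlation of normalized signals between arrays of a group, across probes, lay between 0.967 and 0.984.

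**Figure D1:**
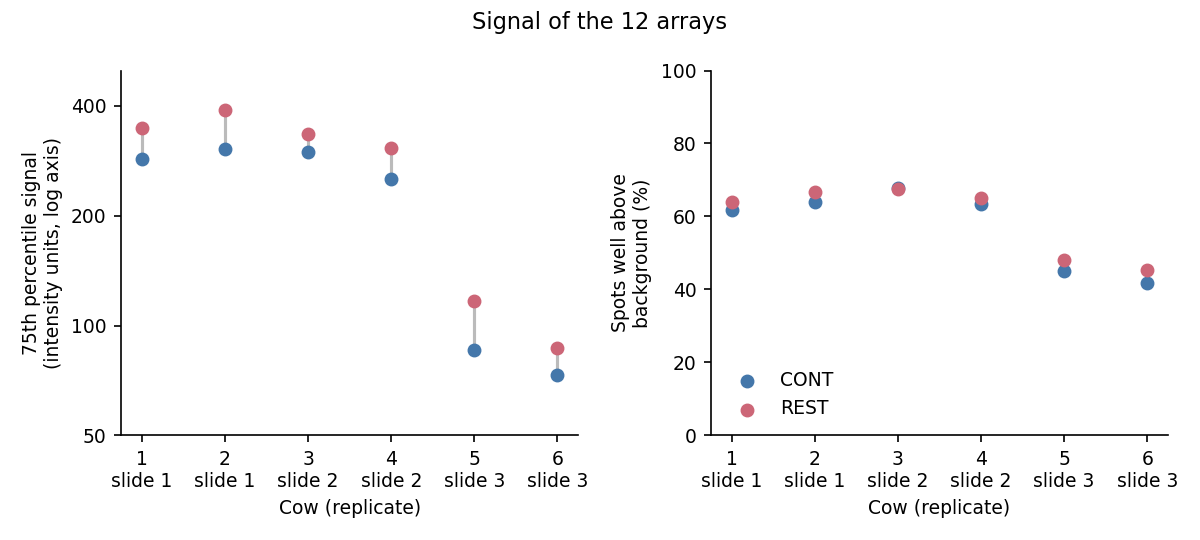
Signal of the 12 arrays by cow and slide: the 75th percentile of the processed signal in intensity units on a log axis (left) and the percentage of spots well above background (right). Each point is 1 array, a grey line joins the arrays of a cow, and the 4 arrays of slide 3 have the lowest values in both panels.

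Within each cow, the REST array was brighter than the CONT array before normalization. The 75th percentile was higher on the REST array in 6 of 6 cows, by 0.30 ± 0.10 log2 units (mean ± SD, n = 6; exact sign-flip test, two-sided, p = 0.03125, the smallest that 6 pairs allow). The shift removes this difference. The deviations of the 2 arrays of a cow from their group means correlated across probes with r between 0.356 and 0.574. For arrays of different cows, the range was from -0.33 to 0.134. Probes are not independent replicates, and no p-value is attached to these correlations. In a principal component analysis, the first component held 22.9% of the variance and the second, on which the arrays of slide 3 had the highest scores, held 18.8%.

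The comparison of REST with CONT asks which mammary transcripts differ in abundance between the periods before and during feed restriction. No array came from an unrestricted cow at the later sampling. REST samples also followed an earlier biopsy, and the paper alternated the biopsy site between the rear parts of the udder. Restriction therefore cannot be told apart from time, the earlier biopsy or the biopsy site for any change given below. Of 43653 probes, 19406 (44.5%) were tested, covering 7932 genes. In all, 831 probes passed the adjusted threshold, 311 with a higher and 520 with a lower signal in REST (62.6% lower). An unadjusted p under 0.05 was reached by 3272 probes, where chance alone would give 970.3. The smallest adjusted p was 0.000144, for CPT1A, and the median absolute log2 change of the called probes was 0.60. The change had the same direction in all cows for 746 of the called probes, and 741 were well above background on all 12 arrays. The called probes belonged to 449 genes, 175 higher and 274 lower, and a further 186 called probes had no symbol. A change of 3-fold or more was found for 18 of these genes with the probe of highest signal, and for 6 called genes under normexp with the 75th percentile shift. Of the 302 called genes with more than 1 tested probe, 16 had probes that differed in the sign of the change. The alternatives that moved the counts most were testing all 43653 probes, the largest change as a ratio, which left 95 probes and 60 genes past the threshold, and the cow as a random block, the largest in number, with 3535 probes and 1850 genes.

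With the cow as a block, so that each REST array was compared with the CONT array of its own cow, 3101 probes were called (1428 higher, 1673 lower), in 1626 genes (730 higher, 893 lower and 3 with probes in both directions). All 831 probes called without the block were also called with it. With the slide as a block, 1901 probes in 995 genes were called, and these again included all 831. The number of calls without a block depended on single cows. It was 189 probes in 105 genes without cow 4, 199 probes in 118 genes without cow 1 and 260 probes in 138 genes without cow 2. It was 448 probes in 251 genes without cow 3, 562 probes in 294 genes without cow 6 and 612 probes in 358 genes without cow 5. After leaving out 1 cow, the counts with the cow as a block lay between 1053 and 3235 probes.

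For 10 genes named by the study, the question was whether each was lower in REST. All 10 had a lower mean signal in REST. Adjusted over the list alone, 9 of the 10 passed the threshold, and ACACA was the exception (adjusted p 0.101). The study chose these genes on the same samples, so this count is not independent evidence. Adjusted over all tested probes, 4 passed. CYP51A1 (NM_001025319) had a normalized signal of 2.27 ± 0.32 in CONT and 1.02 ± 0.31 in REST (log2, mean ± SD, n = 6), a change of -1.25 with an SE of 0.17 and a limma adjusted p of 0.00655. FABP3 (NM_174313) went from 9.30 ± 0.13 to 8.57 ± 0.28, a change of -0.73 with an SE of 0.13 and an adjusted p of 0.0129. LPL (NM_001075120) went from 7.13 ± 0.26 to 6.03 ± 0.47, a change of -1.10 with an SE of 0.20 and an adjusted p of 0.0145. LPIN1 (NM_001206156) went from 0.38 ± 1.21 to -1.50 ± 0.74, a change of -1.88 with an SE of 0.50 and an adjusted p of 0.0767. Each of these 4 genes was lower in 6 of 6 cows. The signal of LPIN1 in cow 2 was far below that of the other cows in both periods. In the fit without a block, LPIN1 was no longer past the threshold without cow 1, 3, 4, 5 or 6, with changes between -1.93 and -1.69. The cow as a block removes a low level of a cow in both periods. With it and all 6 cows, the SE of LPIN1 was 0.20 and the adjusted p 0.0047, with changes from -2.81 to -1.05 over cows.

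Among the genes named by the study that did not pass over all tested probes, the changes were -0.56 (PROX1), -0.38 (ACACA), -0.38 (ACSL1), -0.37 (NDUFB1) and -0.32 (NDUFA3). The adjusted p of these 5 genes lay between 0.179 and 0.406. ACACA, NDUFB1 and NDUFA3 were lower in 6 of 6 cows, ACSL1 in 5 and PROX1 in 4. PROX1 was close to background, with 5 of 6 CONT arrays well above it. Results differed among probes of a gene: for ACACA, 2 of 3 tested probes passed over all probes, with changes from -0.94 to -0.38, and for NDUFA3 2 of 3. None of the 6 probes of ACSL1 passed (0 of 6). With the cow as a fixed block, ACACA, ACSL1, NDUFA3 and NDUFB1 also passed over all probes, and no other call changed among the genes named here. PROX1 did not pass with it (adjusted p 0.105, in a range over the alternatives from 0.0897 to 0.694). With the cow as a random block, PROX1 passed (adjusted p 0.0897) and ACACA did not (0.116).

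**Figure D2:**
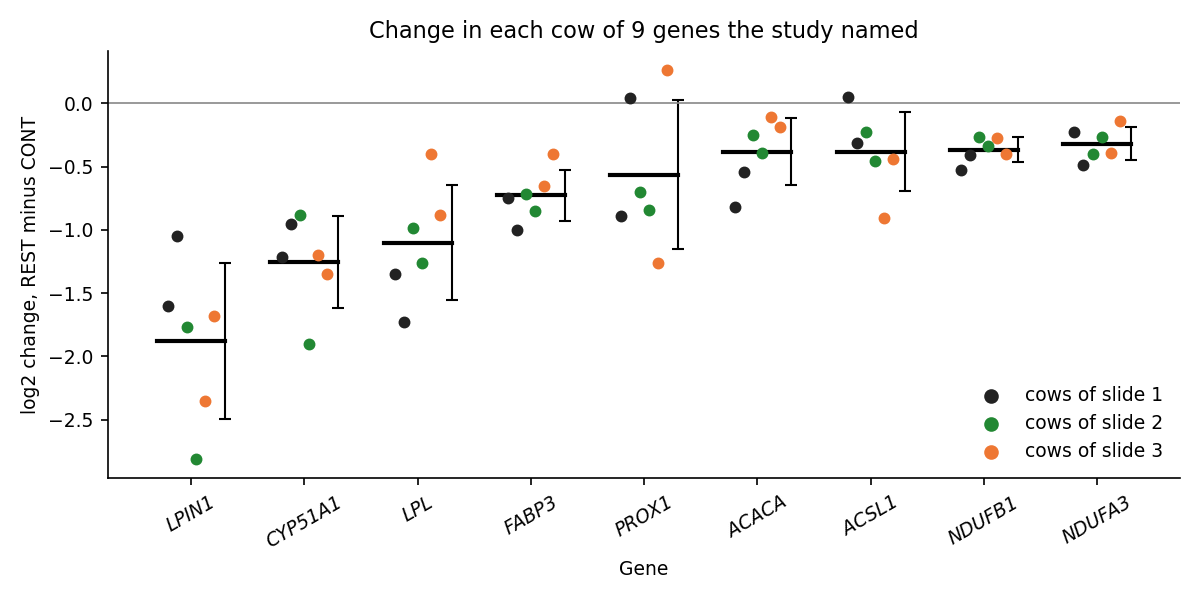
Change in normalized signal (log2, REST minus CONT) of 9 genes that the study named, with the probe of highest signal for each gene. Each point is 1 cow, coloured by slide, the black line is the mean and the error bar is the SD of the 6 cows. Points above 0 occur only for PROX1 and ACSL1.

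The list of complex I subunits asks whether transcripts of NADH dehydrogenase changed together. All 38 members were tested and 37 were lower in REST, with a median log2 change of -0.30 (camera adjusted p 4.36e-18). That p rests on the preset correlation of 0.01. The correlation estimated for this list was 0.223, and camera with it gave an adjusted p of 0.0197. The median was lower in 6 of 6 cows, from -0.38 to -0.20 (exact sign-flip test, p = 0.03125), and was -0.35, -0.31 and -0.22 within slides 1, 2 and 3. None of the 10000 random lists of like signal had a median as low (0 of 10000). Of the members, 11 were called with the probe of highest signal and 16 with any probe, all lower. The number with the cow as a block was 27. The largest changes among the called members were those of NDUFS4 (-0.53, adjusted p 0.0222), NDUFB2 (-0.50, adjusted p 0.0342), NDUFV1 (-0.44, adjusted p 0.0490) and NDUFA7 (-0.43, adjusted p 0.0201), each lower in 6 of 6 cows. Without cow 4, none of these 4 was called, with changes between -0.50 and -0.41. NDUFB2 (-0.45) and NDUFV1 (-0.41) were not called without cow 1, nor were NDUFS4 (-0.51), NDUFV1 (-0.43) and NDUFA7 (-0.40) without cow 2. NDUFV1 was also not called without cow 3 (-0.45) or cow 6 (-0.44). The normalization that moved the median most was normexp with the 75th percentile shift, to -0.18.

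The other respiratory complexes changed to a like extent. Of 36 tested genes of complexes II to V, 35 were lower, with a median of -0.30 (camera adjusted p 1.97e-16), lower in 6 of 6 cows, from -0.46 to -0.19 (exact sign-flip test, p = 0.03125). The medians within slides were -0.34, -0.32 and -0.19. There were 10 called members without a block and 23 with the cow as a block, all lower. The largest changes were those of COX7A2 (-0.58, adjusted p 0.0202), SDHA (-0.57, adjusted p 0.0122), ATP5MC1 (-0.56, adjusted p 0.0490) and UQCRB (-0.54, adjusted p 0.0439). ATP5MC1 was lower in 5 of 6 cows and the other 3 in 6 of 6. Without cow 4, COX7A2, ATP5MC1 and UQCRB were not called, with changes of -0.54, -0.55 and -0.51. The same 3 genes were not called without cow 2 (-0.54, -0.53 and -0.52), nor were ATP5MC1 (-0.45) and UQCRB (-0.48) without cow 1. ATP5MC1 was also not called without cow 3 (-0.58) or cow 6 (-0.56).

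For cholesterol biosynthesis, 17 of 19 tested genes were lower in REST, with a median of -0.99 (camera adjusted p 4.36e-18). The median was lower in 6 of 6 cows, from -1.41 to -0.60 (exact sign-flip test, p = 0.03125), and was -0.83, -1.12 and -0.86 within slides. Without a block 15 members were called, and 17 with the cow as a block, all lower. HMGCS1 (NM_001206578) went from 2.60 ± 0.83 to 0.37 ± 0.40, a change of -2.24 with an SE of 0.33 and an adjusted p of 0.00655. TM7SF2 changed by -1.47 (adjusted p 0.0342) and IDI1 by -1.27 (adjusted p 0.0119), and each was lower in 6 of 6 cows. TM7SF2 was not called without cow 4 (-1.51, adjusted p 0.118). PMVK and LBR, the members that were higher, changed by 0.23 and 0.22 and were not called; they were named after their values were seen.

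For milk fat synthesis, 26 of 28 tested genes were lower, with a median of -0.31 and a mean of -0.55 (camera adjusted p 3.3e-09). The list has 33 members, and FASN was among those not tested. The median was lower in 6 of 6 cows, from -0.53 to -0.25 (exact sign-flip test, p = 0.03125), and was -0.49, -0.33 and -0.28 within slides. There were 8 called members without a block and 14 with the cow as a block. INSIG1 changed by -1.98 (SE 0.35, adjusted p 0.0122), BDH1 by -1.79 (SE 0.42, adjusted p 0.0490) and ACSS2 by -1.60 (SE 0.25, adjusted p 0.00785), each lower in 6 of 6 cows, beside LPIN1, given above. BDH1 was not called without cow 1, 2 or 4, with changes of -1.60, -1.50 and -1.72.

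For milk proteins and lactose synthesis, 12 of 13 tested genes were lower, with a median of -0.19 (camera adjusted p 0.000134), lower in 6 of 6 cows, from -0.32 to -0.06 (exact sign-flip test, p = 0.03125). The medians within slides were -0.28, -0.20 and -0.18. Of the random lists of like signal, 138 of 10000 had a median as low, and under normexp with quantile normalization the median was -0.05 (adjusted p 0.0198). SLC34A2 (-1.44, adjusted p 0.0741) and SLC2A1 (-0.54, adjusted p 0.0342) were called, each lower in 6 of 6 cows, and neither was called without cow 1 or without cow 4. Without cow 1 the changes of SLC34A2 and SLC2A1 were -1.49 and -0.54, and without cow 4 they were -1.24 and -0.48. SLC34A2 was also not called without cow 5 (-1.51) or cow 6 (-1.65), and SLC2A1 was not called without cow 2 (-0.52). Without a block, none of CSN1S1, CSN1S2, CSN3, LALBA and PAEP was called, with changes from -0.27 (CSN3) to -0.17 (PAEP). Pairing by cow as a block gave 4 called members, with CSN3 (-0.27, adjusted p 0.0794) and CSN1S1 (-0.26, adjusted p 0.0933) added.

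For complement, 11 of 15 tested genes were higher, with a median of 0.29 (camera adjusted p 0.00642). The median was higher in 5 of 6 cows, from -0.05 in cow 1 to 0.39 in cow 5 (exact sign-flip test, p = 0.0625), and was 0.15, 0.42 and 0.27 within slides. C3 (NM_001040469) was the member called with the probe of highest signal, and 2 members were called with any probe. The normalized signal of C3 went from 6.02 ± 0.36 to 7.64 ± 0.57, a change of 1.62 with an SE of 0.25 and an adjusted p of 0.00722, and 10 of 10 tested probes passed. With the cow as a block, 8 members were called, 7 higher and 1 lower. Under fry, the 4 lists of the respiratory chain, cholesterol biosynthesis and milk fat synthesis passed, as did milk proteins and lactose synthesis (adjusted p 0.00303), and complement did not (adjusted p 0.118). With an estimated correlation, the same 4 lists passed (adjusted p from 0.0197 to 0.0342), while milk proteins and lactose synthesis (0.0618) and complement (0.244) did not. The estimates lay between 0.197 and 0.3235 over the 6 lists. The preset of 0.01 is lower, which makes the camera p-values at the preset smaller.

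**Figure D3:**
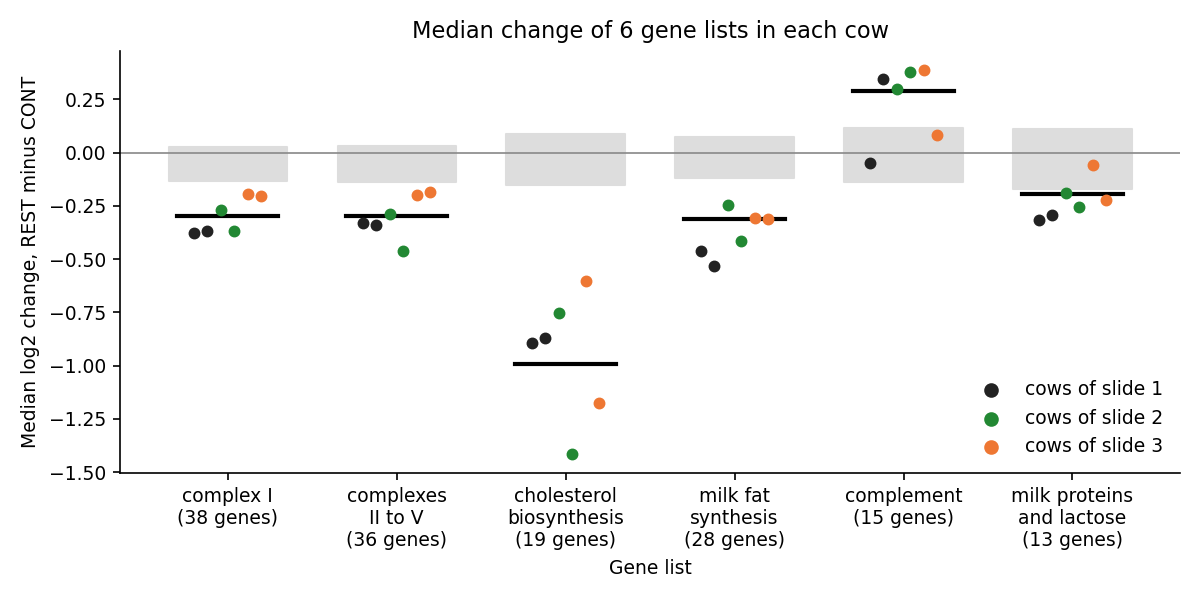
Median log2 change (REST minus CONT) of the tested genes of 6 lists. Each point is 1 cow, coloured by slide, the black line is the median of the mean changes, and the grey band holds the medians of 95% of 10000 random lists of like signal. All 6 cows are below 0 for every list but complement.

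Over all tested probes with a symbol, the largest rises among called probes that rose in all 6 cows were those of FOS, KLF11, NXPH3, CPT1A and C3, given above. FOS (NM_182786) went from -2.53 ± 0.62 to 0.23 ± 1.05, a change of 2.76 with an SE of 0.43 and an adjusted p of 0.00736. It was well above background on 4 of 6 CONT arrays and on 6 of 6 REST arrays. KLF11 changed by 1.87 (SE 0.30, adjusted p 0.00785), with 0.08 in cow 5 as its lowest change. NXPH3 changed by 1.78 (SE 0.32, adjusted p 0.0139). CPT1A (NM_001304989) went from -2.30 ± 0.19 to -0.61 ± 0.28, a change of 1.70 with an SE of 0.14 and an adjusted p of 0.000144, and was well above background on 4 of 6 CONT arrays. With normexp and the 75th percentile shift, the changes were 1.40 for FOS and 0.72 for CPT1A, still past the threshold. Normexp as run here adds an offset of 50 intensity units to every signal. The median processed signal of an array lay between 10.9 (CONT, cow 6) and 60.7 (REST, cow 2). The offset by itself shrinks log2 changes of probes this close to background. The smaller sizes therefore cannot show how far the changes of FOS and CPT1A depend on background.

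The largest falls were those of MRAP2, PLA2G3, LOC282340, TRH and HMGCS1. MRAP2 changed by -2.58 (SE 0.58, adjusted p 0.0413) and was well above background on 3 of 6 REST arrays. Its change was smaller under normexp, whose offset shrinks the changes of dim probes. It was -1.14 with normexp and the 75th percentile shift, where it was not called (adjusted p 0.132, in a range over the alternatives from 0.00379 to 0.218). With normexp and quantile normalization it was -0.98. Under these 2 settings, LOC282340, TRH, HMGCS1 and PLA2G3 fell further than MRAP2. PLA2G3 changed by -2.52 (SE 0.55, adjusted p 0.0360), with a range over cows from -4.22 to -0.31. LOC282340 (NM_001014386) went from 4.03 ± 0.40 to 1.74 ± 0.58, a change of -2.28 with an SE of 0.26 and an adjusted p of 0.00212. TRH changed by -2.11 (SE 0.32, adjusted p 0.00655). MRAP2 was not called without cow 1, 2, 4 or 5 (-2.44, -2.54, -2.44 and -2.24), and PLA2G3 was not called without cow 1, 2 or 4 (-2.24, -2.18 and -2.38).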

Values the study reported

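The study reported 374 differentially expressed genes between the CONT and REST periods in Holstein cows, 120 of them upregulated and 254 downregulated in REST. Of these genes, 10 had a fold change of at least 3, and LPIN1 and LPL were among those with an absolute fold change of at least 3. It also reported 21 downregulated genes related to the NADH pathway and respiration.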

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

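The tests on other probes of a gene and on whole arrays were chosen only after the results were seen; the count of other immediate early genes was fixed before its result was seen. In each group of 6 arrays, the gap between the most extreme array and the next was divided by the range, for the named genes, some further genes and 2 measures of array quality, in 104 groups of values. The ratio was above Dixon's 95% critical value in 4 of them, where chance flags about 1 in 20 groups (5.2 of 104). No biological explanation was tested for single cows.

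In both periods, LPIN1 was far lower in cow 2 than in the other cows. The CONT value was -1.87, against 0.29 to 1.57 in the other 5 cows (gap over range 0.626), and the REST value was -2.92, against -1.49 to -0.78 (gap over range 0.668). A faulty spot is argued against by the other tested probes of LPIN1: 2 of 2 had the lowest value on the same array, in CONT and in REST alike. A poor array is argued against in REST, where 0.753% of all tested probes lay that far from the other arrays, below the median of the group. In CONT the share was 0.613%, which is neither the highest nor below the median, and a poor CONT array cannot be told apart on this value alone. What stays open is a difference of this cow in LPIN1 transcripts that was there before restriction, or a sequence variant of this cow that several probes share. Neither was tested.

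SDHA was lower on the CONT array of cow 1 than on the other CONT arrays, at 5.62 against 5.86 to 5.97 (gap over range 0.690). Of its 3 other tested probes, 0 had the lowest value on this array, so a faulty spot may account for it. A poor array is argued against, since 0.474% of all tested probes lay that far from the other arrays of the group, below the median of the group. The gap itself is 0.24 log2 units, and the fall of SDHA was past the threshold when cow 1 was left out.

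FOS was higher on the REST array of cow 2, at 2.23 against -0.61 to 0.42 in the other cows (gap over range 0.638). A faulty spot is argued against, since the other tested probe of FOS (1 of 1) was also highest on this array. A poor array is argued against by the same share of 0.753% as for LPIN1. Handling of the tissue at biopsy could raise FOS together with other immediate early genes. Of 13 such genes, 5 were highest on this array, where an even spread over 6 arrays would give about 1 in 6 (one-sided exact binomial p = 0.0512). The genes are not independent of each other, so handling cannot be told apart from a response of this cow.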

How the results depend on the processing

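The normexp settings, cyclic loess, and fry or the estimated correlation with the cow as a block were chosen only after the data were seen, as were the tests on other splits of the arrays. Normexp on the mean spot signal was not run.

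Of the 680 values of the 36 named genes under the alternatives, 588 kept their direction and their side of the threshold, 76 were no longer past it, 16 newly passed and 0 changed sign. Of the 588, 36 came from the values of the deposited table, which equal the processed signal. That setting could not give another outcome, so it says nothing on robustness, here or for the counts and lists below. Leaving out 1 cow and testing all probes accounted for most of the losses: 19 of 36 genes were lost when dim probes were tested as well, 14 without cow 4, and 13 under normexp with the 75th percentile shift. All 36 kept their side of the threshold under quantile normalization, the median shift, cyclic loess and normexp with quantile normalization.

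The counts of calls moved most. Calls fell to 95 probes and 60 genes without a filter on dim probes, where 3412 of 43653 probes had an unadjusted p under 0.05; the cause was not tested. They were 338 and 192 at the stricter threshold of 0.05, and 476 and 252 under the median shift, where the cause was not tested. Normexp with the 75th percentile shift gave 200 probes (96 higher and 104 lower, 52% lower against 62.6%) and 111 genes, and 4 of the genes the study named, adjusted over the list alone; the cause was not tested. With normexp and quantile normalization, 758 probes were called. Pairing raised the counts, as the pairing removes differences between cows that both arrays of a cow share (correlation 0.356 to 0.574): 3101 probes and 1626 genes with the cow as a fixed block, 3535 and 1850 with the cow as a random block, and 1845 and 1031 with the block and no moderation. The slide as a block, which removes differences between slides, gave 1901 and 995. Without 1 cow, the counts ranged from 189 to 612 probes and from 105 to 358 genes, with 1 cow fewer in each and the lowest without cow 4; of the 189 probes, 182 were among the 831. The other counts, from 732 to 885 probes, were close to the 831 reported.

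Every list kept its direction under every alternative run. Complement was not past its threshold under fry (median 0.29, adjusted p 0.118) or an estimated correlation (0.29, 0.244), nor were milk proteins and lactose synthesis with an estimated correlation (-0.19, 0.0618). With the estimated correlation and the cow as a block, no list passed: complex I (-0.30, 0.0567), complexes II to V (-0.30, 0.0567), cholesterol biosynthesis (-0.99, 0.0567), milk fat synthesis (-0.31, 0.0551), complement (0.29, 0.0832) and milk proteins and lactose synthesis (-0.19, 0.0832). The cause was not tested. Under fry with the cow as a block, all 6 passed. Over all alternatives, medians ranged from -0.32 to -0.18 for complex I (adjusted p 1.19e-21 to 0.0567), from -0.34 to -0.17 for complexes II to V (1.69e-19 to 0.0567), from -1.04 to -0.83 for cholesterol biosynthesis (1.3e-21 to 0.0567), from -0.39 to -0.22 for milk fat synthesis (1.13e-11 to 0.0551), from 0.24 to 0.44 for complement (0.00151 to 0.244), and from -0.23 to -0.05 for milk proteins and lactose synthesis (3e-05 to 0.0832).

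Chance was tested by other splits of the arrays. Since the cows pair the arrays, the real split was set against the 32 splits that part all 6 pairs. Only the real one (1 of 32) gave as many probes, as many genes or as many of the genes the study named, and the other 31 gave at most 0 probes without a block and 2 with the cow as a block (1 of 32 as large for probes and for genes). The absolute median was as large in 1 of 32 splits for each list but milk fat synthesis, where 2 of 32 reached it, so that chance cannot be excluded for that median by this test. The exact sign-flip tests over the 6 cows differ from this for 2 lists, with p = 0.0625 for complement (higher in 5 of 6 cows) and p = 0.03125 for milk fat synthesis (lower in 6 of 6), so for these 2 lists the tests disagree on whether chance is excluded. Among 100 splits drawn from all 462, which mostly keep some cows' arrays together, 2 gave as many probes and 2 as many genes, the real one included. The other one gave 1591 probes in 931 genes, set all of slide 2 apart from all of slide 3 and parted 2 of the 6 pairs. These 2 pairs, of cows 1 and 2, were parted as in the real comparison. Slide and restriction therefore cannot be told apart in this split. With the slide as a block, the real comparison gave 1901 probes.

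Signal over background limits what slide 3 adds: with cows 5 and 6 each left out, 20088 and 21369 probes were tested in place of 19406.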

Other observations

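All tests of explanations in this part were chosen only after the results were seen, and the lists of immediate early genes, macrophage markers and fatty acid oxidation genes were written after them as well.

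The number of genes with a change of 3-fold or more was 18 with the probe of highest signal. That is higher than the number quoted from the study above. It was 6 under normexp with the 75th percentile shift and 7 under normexp with quantile normalization, both lower than that number. The normexp offset of 50 shrinks log2 changes of dim probes, so these 2 settings favour a lower count. LPL was 2.14-fold lower with the probe of highest signal and 2.98-fold lower with the probe of largest change, of 3 tested. The first is lower than the value quoted from the study above, and the second is close to it. The number of complex I genes called lower was 11 with the probe of highest signal and 16 with any probe. That is lower than the number quoted from the study above for the NADH pathway and respiration, a set of genes that is not the list used here. With the cow as a block, 27 complex I genes were called lower, which is higher than that number. A further 10 genes of complexes II to V were called lower without a block and 23 with it.

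A trend of the changes with mean signal is argued against for the shifts of 5 lists, since random lists matched on mean signal rarely shifted as far. The number as far was 0 of 10000 for complex I, complexes II to V, cholesterol biosynthesis, milk fat synthesis and complement, and the medians of these 5 under quantile normalization were -0.26, -0.25, -0.94, -0.29 and 0.30. For milk proteins and lactose synthesis, 138 of 10000 were as far, but the median moved from -0.19 to -0.09 under quantile normalization, -0.13 under cyclic loess and -0.05 under normexp with quantile normalization. A trend with signal therefore cannot be told apart from a change of this list.

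A lower share of epithelial cells in the REST samples could lower milk fat and cholesterol genes. Luminal epithelial markers argue against it as the cause of either fall. Their median change was 0.23 (8 genes tested, 6 higher, camera p 0.0499), and in the lowest cow it was -0.16, above the medians of both lists. KRT8 rose by 0.72, in 6 of 6 cows, and was called with the cow as a block (adjusted p 0.00875) but not without (0.132). All 8 tested markers were well above background on all arrays, and 1 (ELF5) is also in the milk protein list. A change in expression within cells, in response to restriction or to the later sampling after an earlier biopsy, stays open and was not tested.

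Markers of other cell types moved in different directions, and none of these lists had a planned test. The medians were -0.06 for myoepithelial (8 genes, camera p 0.862), 0.13 for endothelial (8 genes, 0.0560), -0.31 for fibroblast (7 genes, mean -0.15, 0.523), 0.17 for leukocyte (11 genes, 0.185) and 0.42 for acute phase and mastitis genes (9 genes, 0.101). Few genes were tested for adipocyte (3 genes, -0.27, mean -0.0031, 0.783), lymphatic endothelial (3 genes, 0.75, 0.250), skeletal muscle (2 genes, -0.17, 0.609) and erythrocyte (1 gene, -0.33, 0.219). With the cow as a block, camera p was 0.0406 for acute phase and mastitis genes and 0.0481 for endothelial genes, without adjustment. It stayed above 0.05 for the other lists of this paragraph. The acute phase and mastitis median was higher in 6 of 6 cows, and the adipocyte median was lower in 6 of 6. Of the adipocyte genes, 2 were called lower with the block. PROX1, which the study named, is 1 of the 3 lymphatic genes and was lower (-0.56), while LYVE1 (0.75) and CCL21 (1.16) were higher; none of these 3 was called without a block, and LYVE1 was called with the cow as a block (adjusted p 0.0866). Of the 3, 1 was well above background on all 12 arrays. Many members of some lists were too dim to test or lacked a matched probe: 3 of 8 adipocyte, 2 of 8 skeletal muscle, 1 of 5 erythrocyte and 9 of 23 acute phase and mastitis genes were tested. For the myoepithelial, endothelial, fibroblast and leukocyte lists, 8 of 8, 8 of 9, 7 of 8 and 11 of 12 members were tested, so mammary tissue expresses most of these. Without a block, VWF (0.54, adjusted p 0.0534) and CLDN5 (0.74, adjusted p 0.0560) of the endothelial list were called higher, each in 6 of 6 cows. With the cow as a block, both stayed called, and ENG of the same list was called lower (-0.32, adjusted p 0.0866). VWF, CLDN5 and ENG were named after their values were seen. The leukocyte list shares 4 members with the macrophage list.

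Serum amyloid genes differed between cows more than between periods. SAA3 rose by 4.36 in cow 1 and M-SAA3.2 by 4.84, while the changes in the other 5 cows lay between 0.05 and 1.12. In cow 2, SAA3 was at 6.27 in CONT and 7.36 in REST. Neither gene was called (adjusted p 0.605 and 0.493, SE 0.992 and 1.003). The study left out a cow because of mastitis, and the labels give no health status for any cow on the arrays, so mastitis was not tested as an explanation.

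CPT1A and SLC25A20, which carry fatty acids into mitochondria, rose by 1.70 and 0.87, with adjusted p of 0.000144 and 0.0101. A rise of fatty acid oxidation genes as a set was a candidate explanation. The other members of that list, with the probe of highest signal for each gene, argue against it. Of the 13 tested apart from these 2, 10 were lower; the median was -0.14 and the mean -0.09, and the direction of each set test was down, past 0.05 under fry (p 0.00313, and 0.00234 with the cow as a block) but not under camera (0.144 and 0.117). The median was lower in 5 of 6 cows (exact sign-flip test, p = 0.0625), with 0.0064 in the highest cow. With the probe of highest signal, none of the 13 was called without a block. With the cow as a block, 1 was called higher and 3 lower. With any probe, 4 of the 15 tested genes of the whole list were called without a block. Some of the 13 therefore passed on another probe, and the direction of those probes was not examined here. CPT2, which acts in the same transport, changed by -0.17 and was not called with its probe of highest signal.

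C1QA, C1QB and C1QC were lower in REST (-0.47, -0.33 and -0.27) while C3, C4A, CFB, CFD and SERPING1 were higher (1.62, 0.997, 0.85, 0.78 and 0.69). Without a block, C3 was called with the probe of highest signal, and CFD with another of its probes. The paired fit, with the cow as a block, called C1QA lower, and C3, C4A, CFB, CFD, SERPING1, CFI and C7 higher. Fewer macrophages could lower C1Q genes, which these cells express. The median of 6 tested macrophage markers was 0.071 (3 higher and 3 lower, camera p 0.560), and 4 members are also in the leukocyte list. Members that go both ways decide nothing, so fewer macrophages cannot be told apart from lower C1Q expression.

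FOS rose in 6 of 6 cows. Handling of the tissue at biopsy could raise it with other immediate early genes, and so could restriction. The median of 13 other immediate early genes was 0.57 (9 higher, camera p 0.000502, higher in 5 of 6 cows), with KLF4 (0.57) and EGR1 (0.84) called. FOSB went the other way, at -0.43 and lower in 6 of 6 cows, and was called with the cow as a block (adjusted p 0.0289) but not without (0.550). REST was always the later sampling, so handling cannot be told apart from restriction.

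REST arrays were brighter than CONT arrays of the same cow before normalization. If the brightest probes took less of a fixed total, the total would not change, but it rose by 0.25 log2 units in 6 of 6 cows (exact sign-flip test, p = 0.03125). The share of signal in the 100 brightest spots fell by 2.04 percentage points. Brighter hybridisation or scanning may add to the difference: the spike-in controls changed by 0.034 ± 0.455 (mean ± SD, n = 6; exact sign-flip test, p = 0.844), a spread too wide to decide. The paper names fixed amounts of RNA for labelling and for hybridisation, so the amount of RNA in the tissue should not enter. Labelling, the make-up of the RNA and the period cannot be told apart here.

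The changes of some cows followed those of the other cows less closely. Across tested genes, the slope of a cow's changes on the mean of the other 5 cows was 0.91, 1.05, 0.51, 1.01, 0.47 and 0.53 for cows 1 to 6. The correlation with that mean was 0.572, 0.641, 0.451, 0.657, 0.327 and 0.398. Low slopes can thus reflect changes that differ from those of the other cows as well as smaller ones. Over the dimmest genes (1 in 3 by mean signal), the SD of the changes was 0.546 in cow 5 and 0.522 in cow 6, against 0.409 to 0.5001 in the other cows. Genes are not independent replicates. Cows 5 and 6 lay on slide 3, which was dim. Dim signal pulling changes toward 0 is argued against, since the mean slope of cows 5 and 6 over the brightest genes (1 in 3) was 0.466, no higher than over the dimmest (1 in 3). The slide may still play a part, but cow 3 on slide 2 had a slope of 0.49 over the brightest genes, and cow 4 on the same slide 1.11. With 2 cows per slide, slide and cow cannot be told apart.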
